# Knockout of DDM1 in *Physcomitrium patens* disrupts DNA methylation with a minute effect on transposon regulation and development

**DOI:** 10.1371/journal.pone.0279688

**Published:** 2023-03-08

**Authors:** Ofir Griess, Katherine Domb, Aviva Katz, Keith D. Harris, Karina G. Heskiau, Nir Ohad, Assaf Zemach

## Abstract

The Snf2 chromatin remodeler, DECREASE IN DNA METHYLATION 1 (DDM1) facilitates DNA methylation. In flowering plants, DDM1 mediates methylation in heterochromatin, which is targeted primarily by MET1 and CMT methylases and is necessary for silencing transposons and for proper development. DNA methylation mechanisms evolved throughout plant evolution, whereas the role of DDM1 in early terrestrial plants remains elusive. Here, we studied the function of DDM1 in the moss, *Physcomitrium (Physcomitrella) patens*, which has robust DNA methylation that suppresses transposons and is mediated by a MET1, a CMT, and a DNMT3 methylases. To elucidate the role of DDM1 in *P*. *patens*, we have generated a knockout mutant and found DNA methylation to be strongly disrupted at any of its sequence contexts. Symmetric CG and CHG sequences were affected stronger than asymmetric CHH sites. Furthermore, despite their separate targeting mechanisms, CG (MET) and CHG (CMT) methylation were similarly depleted by about 75%. CHH (DNMT3) methylation was overall reduced by about 25%, with an evident hyper-methylation activity within lowly-methylated euchromatic transposon sequences. Despite the strong hypomethylation effect, only a minute number of transposons were transcriptionally activated in *Ppddm1*. Finally, *Ppddm1* was found to develop normally throughout the plant life cycle. These results demonstrate that DNA methylation is strongly dependent on DDM1 in a non-flowering plant; that DDM1 is required for plant-DNMT3 (CHH) methylases, though to a lower extent than for MET1 and CMT enzymes; and that distinct and separate methylation pathways (e.g. MET1-CG and CMT-CHG), can be equally regulated by the chromatin and that DDM1 plays a role in it. Finally, our data suggest that the biological significance of DDM1 in terms of transposon regulation and plant development, is species dependent.

## Introduction

DNA methylation is catalyzed by DNA methyltransferases (DNMTs) with unique affinities and targeting mechanisms. In plants, DNA methylation is divided **into** three sequence contexts, CG, CHG, and CHH (H = A, C, or T) [1]. In flowering plants, CG methylation is maintained by MET1, CHG methylation by CMT3, and CHH methylation by CMT2 or DRM2 [2–6]. To access and methylate the DNA, DNMTs are assisted by Snf2 chromatin remodelers [7–10]. The most robust Snf2 remodeler for methylation in plants is DDM1 [11]. Mutations in DDM1 in flowering plants, such as in *Arabidopsis*, reduced methylation in all three sequence contexts suggesting its general importance for the methylation of distinct DNMTs [2,12]. DDM1 is especially important for DNA methylation of nucleosomal DNA of heterochromatic transposable elements (TEs), there it was suggested to counteract the chromatin compaction determined by the linker histone H1 or histone variant H2A.W [2,13–15]. To date, the roles of DDM1 in DNA methylation, TE regulation, and plant development were investigated in four flowering plants, namely *Arabidopsis*, tomato, rice, and maize [2,16–19]. In association with their methylation effect, *ddm1* mutations in flowering plants were found to be crucial for the silencing of TEs as well as for proper development; thousands of TEs were activated in *ddm1* mutants, which have shown pleiotropic to lethal developmental phenotypes [2,16,17,20,21].

While DNA methylation is found in all land plants, its genomic profile and enzymology can be different among species [22,23]. For example, in comparison to *Arabidopsis* and other flowering plants, in the moss *P*. *patens* non-CG methylation is dependent on a CMT and DNMT3 rather than on CMT2, CMT3, and DRM2 [24,25]. DNMT3 is an ortholog of animal DNMT3 that has been lost during the evolution of flowering plants, and its CHH methylation activity at heterochromatic sequences was replaced by the flowering specific CMT, CMT2 [25]. DRMs are plant-specific homologs of DNMT3 and function together with the RNA directed DNA methylation (RdDM) pathway in methylating euchromatic TE sequences [2,3]. DRMs exist in *P*. *patens*, however, have only a trivial role in DNA methylation [25]. Essentially, in *Arabidopsis*, CMT2 and DRM2 are responsible for 70% and 30% of CHH methylation, respectively [2,3], whereas 95% of CHH methylation is mediated by DNMT3 in *P*. *patens* [25]. Another unique difference between *P*. *patens* and many flowering plants is the robust CHG methylation in the former, which is found at a similar level as its CG methylation. For example, CG and CHG methylation in *Arabidopsis* TEs is approximately 80% and 50%, respectively, whereas, in *P*. *patens* it is about 80% for both contexts.

DNA methylation in *P*. *patens* regulates TE expression and development [26]. Symmetric and asymmetric methylation function redundantly in silencing TEs [26]. Additionally, CHG methylation in *P*. *patens* has a stronger silencing effect than CG methylation, and a null mutant for CHG and CHH methylation develops abnormally [26]. While CG and CHG methylation can be separately eliminated in *P*. *patens* (including that of CHH methylation), efforts to generate a null *P*. *patens* mutant for both CG and CHG methylation failed to be accomplished, possibly due to lethality [26].

Accordingly, by studying the function of DDM1 in *P*. *patens*, we would elucidate its role in an early terrestrial plant, i.e., a non-flowering one. More specifically, we will discover the effect of DDM1 on DNA methylation mediated by a distinct DNMT (i.e., DNMT3), its contribution to a methylome mediated primarily by heterochromatic methylases (i.e., with a trivial RdDM activity), its relative influence on CG versus CHG methylation (that are equally methylated in *P*. *patens*), as well as the impact of symmetric methylation on TE control and *P*. *patens* development (assuming CG and CHG will be significantly reduced).

To study the role of DDM1 in *P*. *patens*, we first knocked out its single DDM1 gene by homologous recombination, which proved to be viable. We then profiled *Ppddm1* methylome, transcriptome, and morphology. Our data found PpDDM1 to be crucial for the three DNA methylation sequence contexts. Specifically, both symmetrical methylation contexts (CG and CHG) were affected similarly and significantly more than asymmetric CHH methylation (reduction of 75% vs 25%, respectively). Despite the methylation effect, TE expression and development of *Ppddm1* were hardly altered. Overall, our data substantiate the role of DDM1 in DNA methylation in plants evolution, show the dependency of a plant DNMT3 on DDM1, demonstrate the relative effect of DDM1 on CG and CHG methylation, as well as find that a massive disruption of CG and CHG methylation can be insufficient to activate TEs nor to alter plant development.

## Results

### *Physcomitrium patens* DDM1 knockout develops normally

To investigate the biological role of DDM1 in early terrestrial plants, we aimed to mutate it in *Physcomitrium patens*. A DDM1 gene has been previously identified in *P*. *patens*, named PpDDM1 (Pp1s65_183v6.1; [27]). To verify that PpDDM1 is the only DDM1 gene in *P*. *patens* (some plant species encode for multiple genes [16,17]), we generated a phylogenetic tree containing all *P*. *patens* Snf2 ATPases together with previously identified functional DDM1 orthologs from plants and mammals. This analysis located only PpDDM1 in the monophyletic DDM1 clade (Fig 1A). We confirmed this finding by generating a second phylogenetic tree containing *Arabidopsis* Snf2 remodelers (CHRs), together with PpDDM1 and its two closest homologs in *P*. *patens* (Pp3C11_18g and Pp3c73340). In this tree, PpDDM1 was placed inside the DDM1 clade, whereas Pp3C11_18g and Pp3c73340 were located together with the *Arabidopsis* CHR11 and CHR17 clade (Fig 1B), the latter belonging to the SWR1 complex that deposit H2A.Z in genes [28]. Altogether, these findings suggest that PpDDM1 is the only DDM1 gene in *P*. *patens*.

**Fig 1:**
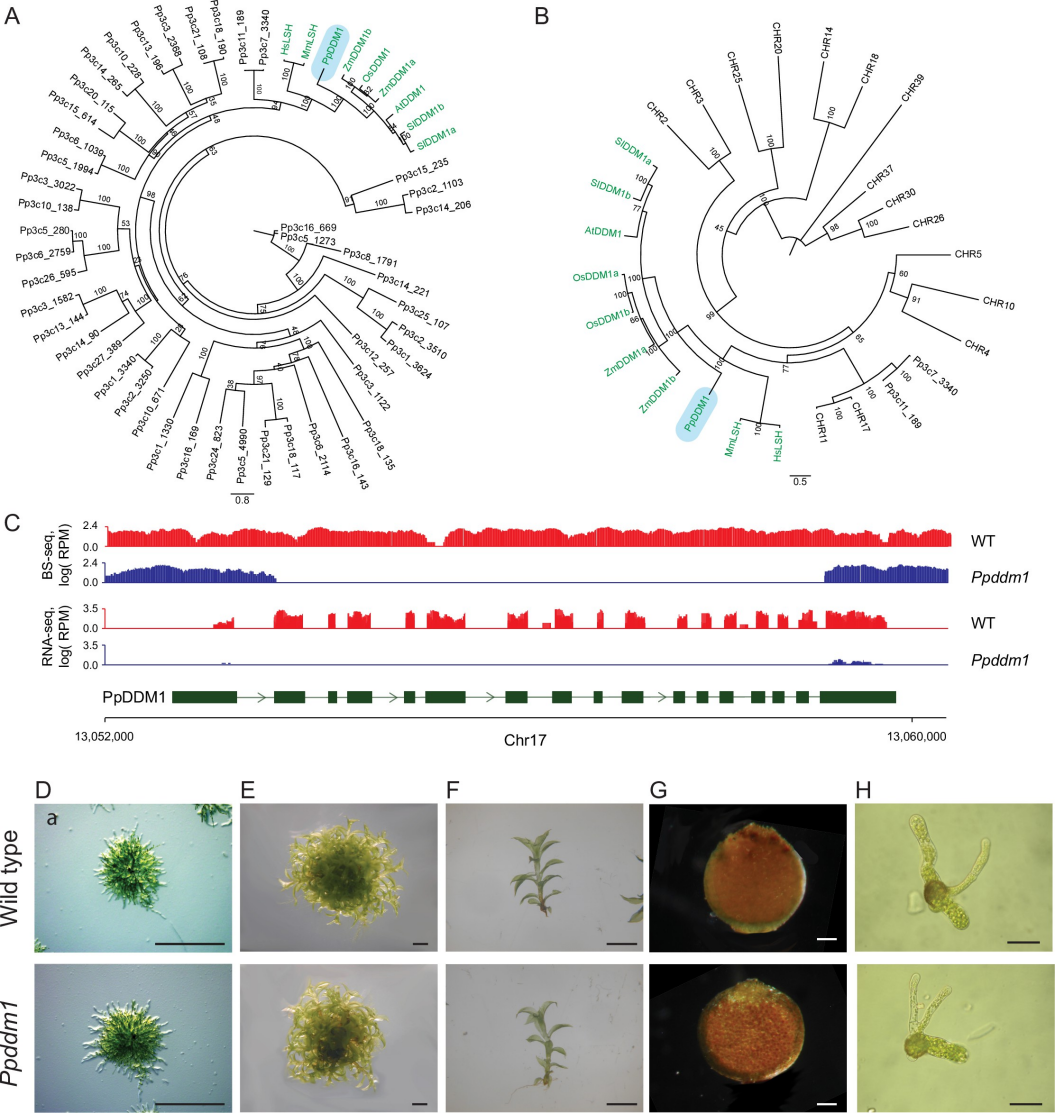
*Physcomitrium patens* DDM1 knockout develops normally. A. Phylogenic analysis of all *P*. *patens* SWI/SNF2 protein family members (including PpDDM1), and previously characterized DDM1 orthologues from flowering plants and mammals (LSH). The DDM1 clade is marked in green and PpDDM1 is highlighted in blue. B. Phylogenic analysis of A. thaliana SWI/SNF2 protein family members, PpDDM1, and additional DDM1 orthologs from flowering plants and mammals. DDM1 clade is marked in green and PpDDM1 is highlighted in blue. C. Coverage data from BS-seq and RNA-seq show the depletion of DDM1 sequences within the recombination region (Chr17:13053812-Chr:13059096). (D-H). Morphological phenotypic analysis of the wild type and *Ppddm1* plants. Protoplast-recovered protonematal tissue (D), gametophore tissue (E), single gametophore (F), sporophyte (G), and germinated spores of T1 (H). Scales for D/E, F/H, and G, are 2 mm, 100 uM, and 50 uM, respectively.

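RNA-seq was done on 7-day old protonema, the filamentous young tissue of the moss, from wild type and from *Ppddm1*. There were 3 libraries of each genotype. The paper describes them as repetitions of the RNA extraction and its text does not say whether they came from separate cultures, so the p-values measure the spread between these samples, which may be technical. The sample labels place replicates 1 and 2 of each genotype in batch 1 and replicate 3 in batch 2. The authors purified the polyA fraction from 500 ng of total RNA, sequenced single-end reads, trimmed them with Trim Galore and aligned them with STAR to the *P. patens* genome and annotation named in the methods. Reads that matched several places, below a limit given in the methods, were assigned to 1 of them at random. This leaves the counts of near-identical genes and of repeated TEs uncertain. The counting program and its strand setting are not given in the sources used here. The deposited values are raw counts of reads for 31967 genes and 241351 TEs. The counts of the wild type libraries summed to 2784259, 4272928 and 6079718 (median 4272928), and those of the *Ppddm1* libraries to 3767473, 4105086 and 10536543 (median 4105086). The library sizes in the paper's S3 Table are 6047978, 7081383 and 6702242 for wild type and 6703231, 6679470 and 7558829 for *Ppddm1*. The values given here use the totals of the count table, which hold only reads counted in genes and TEs. That does not explain the differences, since the total of *Ppddm1* replicate 3 is above its library size in the paper. Their cause was not found. The 20647 genes and TEs with at least 10 counts over the 6 libraries were tested together with edgeR's quasi-likelihood test after TMM normalization. A gene or TE was called at an adjusted p (Benjamini-Hochberg) under 0.05 and a change of at least 2-fold. Levels are given in CPM, the counts of a gene or TE scaled to the total of its library, unless stated otherwise.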

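PpDDM1, a chromatin remodeler of the SWI/SNF2 family, was nearly absent from the *Ppddm1* libraries. Its gene, Pp3c17_19520 on chromosome 17, had 15.1, 18.2 and 26.5 CPM in the 3 wild type libraries and 1.06, 0.974 and 1.04 CPM in the 3 *Ppddm1* libraries. The means were 19.9 ± 5.88 CPM (SD, n = 3) in wild type and 1.03 ± 0.0462 CPM (SD, n = 3) in *Ppddm1*, which is 5.15% of wild type. The log2 fold change was -4.31 (standard error 0.32, adjusted p = 1.9e-05 from edgeR's quasi-likelihood test). Every *Ppddm1* library lay below every wild type library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). In the 4 libraries of batch 1 alone the log2 fold change was -4.04 (adjusted p = 0.00273 from the same edgeR test, the highest of its alternatives, which began at 2.3e-19), and it was -4.39 with the batch as a term. Batch 2 holds 1 library of each genotype and gives no value. The *Ppddm1* libraries held 19 reads of PpDDM1 in all. They were counted over the whole gene, so the counts do not show whether they lie inside the replaced region.

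**Figure D1:**
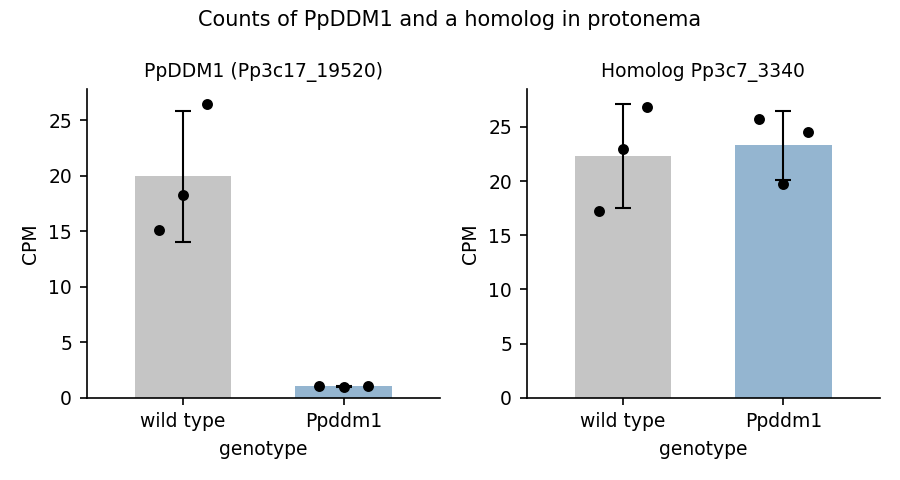
CPM of PpDDM1 (left) and of its homolog Pp3c7_3340 (right) in wild type and *Ppddm1* protonema. Bars are means, error bars are SDs and each point is 1 of 3 libraries. PpDDM1 lies between 15.1 and 26.5 CPM in wild type and at or below 1.06 CPM in *Ppddm1*.

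The closely related gene Pp3c7_3340, which the paper places in the CHR11 and CHR17 clade, had 22.3 ± 4.81 CPM (SD, n = 3) in wild type and 23.3 ± 3.17 CPM (SD, n = 3) in *Ppddm1*. Its log2 fold change was 0.01 (standard error 0.18, adjusted p = 0.99 from edgeR). None of the 4 tested genes nearest to PpDDM1 in the order of identifiers, 2 on each side, was called. In that order their log2 fold changes were -0.87, 0.09, -0.41 and -0.71, with adjusted p-values from edgeR of 0.257, 0.786, 0.416 and 0.0163. The last of these was under 2-fold.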

To knockout DDM1 in *P*. *patens*, we performed gene replacement using homologous recombination through the transformation of *P*. *patens* with the Zeocin resistance gene flanked by PpDDM1 sequences (Fig 1C). Following antibiotic selection, we identified a PpDDM1 knockout plant. 

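In *Ppddm1* protonema, 483 genes were lower and 107 genes were higher than in wild type, of 19626 genes tested. The lower genes made up 81.9% of the 590 genes called. Their median level was 24.0 CPM in wild type and 8.08 CPM in *Ppddm1*, while the higher genes had a median of 3.40 CPM in wild type and 9.52 CPM in *Ppddm1*. These 4 medians are of CPM scaled by the TMM factors as well as the library totals. The strongest fitted increases were of genes that were silent or nearly silent in wild type. Ranking by fitted fold favours such genes, so this does not by itself show that silent genes rose most. Pp3c7_6750 rose from 0.482 ± 0.242 CPM (SD, n = 3) in wild type to 59.2 ± 2.77 CPM (SD, n = 3) in *Ppddm1*, a log2 fold change of 6.91 (standard error 0.26, adjusted p = 5.73e-09 from edgeR's quasi-likelihood test). Pp3c14_5200 had no count in any wild type library and 8.88 ± 3.97 CPM (SD, n = 3) in *Ppddm1*. It was at least 38.1-fold higher, with wild type set to a floor of 3 counts over the group (adjusted p = 0.000606 from edgeR). Among the lower genes, Pp3c21_7640 fell from 14.3 ± 4.91 CPM (SD, n = 3) to 0.607 ± 0.547 CPM (SD, n = 3), a log2 fold change of -4.49 (standard error 0.45, adjusted p = 9.23e-05 from edgeR). Pp3c9_2960 had a log2 fold change of -3.94 (adjusted p = 0.00174 from edgeR), with 58 counts over the wild type libraries and 5 over the *Ppddm1* libraries. In batch 1 alone its log2 fold change was -4.18 and its call was lost (adjusted p = 0.0812 from edgeR, the highest of its alternatives, which began at 1.31e-05). The files used here do not pair these identifiers with gene names. Among called genes whose genotypes did not overlap and whose higher genotype had a mean of at least 10 counts, 7 of the 10 with the strongest fitted increase had no count in wild type, and the 10 with the strongest fitted decrease, PpDDM1 among them, had log2 fold changes from -4.49 to -3.31. Without these limits, 10 higher genes had no count in wild type and 4 lower genes none in *Ppddm1*. For all 107 higher genes and 475 of the 483 lower genes, the libraries of the 2 genotypes did not overlap. Chance gives 10% of genes without overlap and 22.3% of all tested genes had none. The median log2 fold change was -1.60 for the lower genes and 1.64 for the higher genes. From pooled counts, with a group at 0 set to 3 counts, these medians were -1.56 and 1.74. In batch 1 alone 229 genes were lower and 23 higher, with the batch as a term 447 were lower and 88 higher, and batch 2 gives no value. Fewer genes were higher without wild type replicate 3 (56 genes) and without *Ppddm1* replicate 3 (53 genes), which are the deepest libraries of their genotypes. More were higher without wild type replicate 1 (153 genes) and without *Ppddm1* replicate 1 (151 genes).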

Despite the identification of 609 differentially expressed genes (S1 File), morphological investigation of *Ppddm1* found it to be developed normally throughout the plant life cycle as well as in subsequent generations (Fig 1D–1H).

### DNA methylation is severely disrupted in *Ppddm1*

To check the role of DDM1 on DNA methylation in *P*. *patens*, we profiled the methylome of *Ppddm1* using whole genome bisulfite sequencing (WGBS). DNA methylation was substantially reduced in *Ppddm1* (Fig 2A). In transposons, which is the main target for methylation in *P*. *patens*, CG, CHG, and CHH methylation levels in *Ppddm1* were reduced by 76.7%, 77.8%, and 24.1%, respectively (Fig 2B). This result implies that the symmetric CG and CHG sites are both hypomethylated to a similar extent, which is substantially stronger than that of asymmetric CHH methylation. Meta analyses of methylation across TEs and chromosomes substantiated these findings (Fig 2C–2G). The similar hypomethylation effect in CG and CHG in *Ppddm1* is an interesting result, as these methylation sites are independently targeted and maintained in *P*. *patens* by a distinct type of methylases; CG sites are methylated by PpMET, whereas CHG sites by PpCMT [25]. CG and CHG methylation levels can be influenced by site density. Thus, to check for the relative hypomethylation effect of CG versus CHG, we next tested it within 50 bp windows with a similar number of CG and CHG sites. Within those sequences, CG and CHG methylation levels were similar in wild type and *Ppddm1* mutant (Fig 2H), with a median at zero for comparison between mCG and mCHG (CG minus CHG) in wild type and in *Ppddm1* (Fig 2I). Together, these results suggest that CG and CHG methylation are similarly affected by the deletion of PpDDM1.

**Fig 2:**
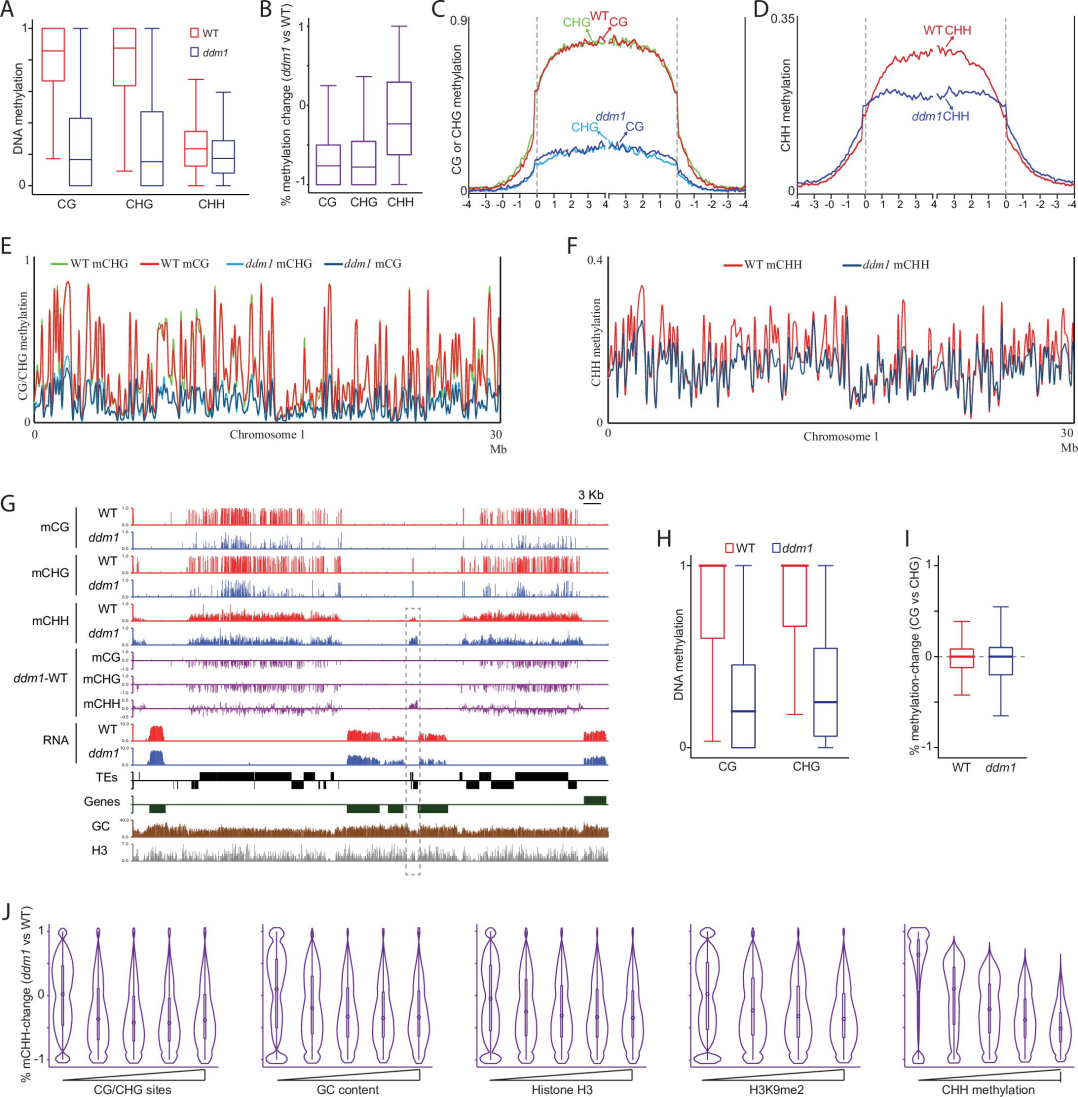
DNA methylation in *Ppddm1*. A. Box plots of DNA methylation (separated to CG, CHG, and CHH contexts) in wild type and *Ppddm1* in TEs. B. Box plots of percent methylation change in TEs between *Ppddm1* versus wild type calculated for 50-bp windows. C-D. Patterns of CG and CHG methylation (C) and CHH methylation (D) in wild type and *Ppddm1* across TEs. TEs were aligned at the 5′ or 3′ ends, and methylation was averaged within 50-bp intervals. The dashed lines represent points of alignment. E-F. Average of CG and CHG methylation (E) and of CHH methylation (F) in wild type and *Ppddm1* along *P*. *patens* chromosome 1 averaged in a 100-kb sliding window. G. A genomic representative snapshot of hypo-methylated TEs and a hyper-methylated TE (marked in dotted line) in *Ppddm1*. DNA methylation, methylation difference (*Ppddm1 minus* wild type), RNA level, GC content, and histone H3 are plotted in 50-bp windows. Genes and TEs oriented 5’ to 3’ and 3’ to 5’ are shown above and below the line, respectively. H. Box plots of CG and CHG methylation in wild type and *Ppddm1* within methylated 50-bp windows (>0.5 methylation in either of the samples) and with an equal number of CG and CHG sites. I. Percent-methylation change between mCG and mCHG in wild type and *Ppddm1* (i.e. WT-mCG minus WT-mCHG (red) and *ddm1*-mCG minus *ddm1*-mCHG (blue)), within windows with an equal number of CG and CHG sites. J. Violin plots of percent-methylation-change in 50-bp windows of CHH methylation in TEs between *Ppddm1* and wild type, separated based on the level (quantiles) of indicated attributes. Histone H3 and H3K9me2 data were derived from Widiez *et al*., [29].

In comparison to symmetric sites, which were consistently hypomethylated in *Ppddm1* (Fig 2B, 2C, 2E and 2G), asymmetric CHH sites showed some hyper-methylation effect in addition to its hypo-methylation (Fig 2B, 2D, 2F and 2G). By dissecting the methylation sequences to different chromatin features, we located the CHH hyper-methylation effect to euchromatic-TE sequences, i.e., regions depleted of GC content, nucleosomes, or the heterochromatic mark H3K9me2 (Fig 2J). CHH hyper-methylation was particularly negatively associated with CHH methylation in wild type, i.e. CHH sites with normal average methylation lower than 15% were mainly hyper-methylated, whereas CHH sites with normal average methylation between 23–47% were mostly hypo-methylated in *Ppddm1* (Fig 2J, rightmost panel). These results align with previous findings on the redistribution of CHH methylation in *ddm1* mutants [16,18].

### PpDDM1 knockout upregulated a small number of TEs

*Ddm1* mutants in flowering plants caused a substantial upregulation of hypomethylated TEs, i.e., more than 1000 upregulated TEs in *Arabidopsis*, tomato, and rice ([2,16,30]; Fig 3A). To check the effect of PpDDM1 on TE regulation, we profiled the transcriptome of *Ppddm1* via RNA-seq. A differential expression analysis identified only 35 TEs that were upregulated in *Ppddm1* (Fig 3A and S1 File). 

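TEs that were higher in *Ppddm1* numbered 46 of the 1021 TEs tested, or 0.019% of the 241351 TEs in the table, of which 6179 had a count in any library. Of these 46 TEs, 25 had no count in any wild type library. Together they rose from 31.3 ± 4.32 CPM (SD, n = 3) in wild type to 278 ± 29.7 CPM (SD, n = 3) in *Ppddm1*, 8.89 times the wild type level (two-sided exact permutation test on the summed CPM, p = 0.1, the smallest p that the design allows). The test on the sum is not independent evidence, since the TEs were chosen on these libraries. The highest of them reached a mean of 39.6 CPM in *Ppddm1*, 30 stayed under 5 CPM and 5 TEs held 50.2% of the summed CPM. The TE with the strongest fitted increase had no wild type count and 10.9 ± 1.67 CPM (SD, n = 3) in *Ppddm1*. It was at least 45.4-fold higher against a floor of 3 counts over the wild type group (adjusted p = 8.18e-05 from edgeR). The 5 TEs with the strongest fitted increases all lacked wild type counts and were at least 11.7-fold higher by the same floor. The median log2 fold change of the 46 TEs was 5.42 as fitted and 2.60 from pooled counts with wild type at no less than the floor. With at least 10 counts in total required, most TEs called were higher and most genes called were lower. Of 61 TEs called, 46 were higher, against 107 of 590 genes (Fisher's exact test, two-sided, p = 1.24e-19, across features that are not independent replicates). Requiring at least 10 counts in every library left 3 TEs higher and 6 lower, but this filter takes out every TE without wild type counts, so it does not test the contrast. In batch 1 alone 12 TEs were higher and with the batch as a term 30, while batch 2 gives no value. The count was 21 without wild type replicate 2, 19 without wild type replicate 3, 26 without *Ppddm1* replicate 2 and 23 without *Ppddm1* replicate 3.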

TE downregulation was negligible in either of the *ddm1* mutants (S1A Fig). 

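In *Ppddm1*, 15 TEs were lower than in wild type. All 15 had counts in every wild type library, and their summed level went from 142 ± 2.92 CPM (SD, n = 3) to 58.2 ± 2.02 CPM (SD, n = 3). Of these TEs, 5 changed by 4-fold or more, and the median log2 fold change was -1.43. The strongest decrease that met the rule for named TEs was from 4.97 ± 1.49 CPM (SD, n = 3) in wild type to 1.16 ± 0.375 CPM (SD, n = 3) in *Ppddm1*. Its log2 fold change was -2.05 (standard error 0.39, adjusted p = 0.00667 from edgeR), and this call was lost in batch 1 alone (log2 fold change -2.37, adjusted p = 0.132, from 4 libraries) and when tested against a 2-fold change with glmTreat (adjusted p = 0.191, the highest of its alternatives, which began at 0.000149). In batch 1 alone 1 TE was lower, and with the batch as a term 10. The count was 9 without wild type replicate 2, 6 without wild type replicate 3, 6 without *Ppddm1* replicate 2, 5 without *Ppddm1* replicate 3 and 9 with DESeq2. The *ddm1* mutants of the flowering plants were not analysed here.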

Next, we checked for a meta-transcriptional effect of *Ppddm1*, i.e., on entire TE families rather than on single TEs. To do so, we quantified the total number of reads mapped to entire TE families (including multi-mapped reads). This analysis did not discover a considerable TE upregulation in *Ppddm1* (S1B Fig), thus substantiating the trivial transcriptional effect of *Ppddm1* also among non-unique TE sequences, such as of recently duplicated elements. 

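Reads of TEs made up 0.701% of the counts in wild type and 0.711% in *Ppddm1*. Summed over the 241351 TEs, the level was 7011 ± 189 CPM (SD, n = 3) in wild type and 7112 ± 102 CPM (SD, n = 3) in *Ppddm1*. The ratio of *Ppddm1* to wild type was 1.015 (two-sided exact permutation test on the summed CPM, p = 0.5), and each *Ppddm1* library lay within the range of the wild type libraries, from 6842 to 7215 CPM. In batch 1 alone the ratio was 1.019, and batch 2 gives no replicated value. The 10 TEs with the most counts held 34.8% of all TE reads and had 2542 ± 76.8 CPM (SD, n = 3) in wild type and 2392 ± 46.1 CPM (SD, n = 3) in *Ppddm1* (p = 0.1 by the same exact permutation test). Without these 10 TEs, every *Ppddm1* library lay above every wild type library, with 4468 ± 112 CPM (SD, n = 3) in wild type and 4720 ± 120 CPM (SD, n = 3) in *Ppddm1*, a ratio of 1.056 (p = 0.1 by the same exact permutation test, the smallest that the design allows). With the called TEs left out as well, a sum added after seeing the data, the ratio was 1.021 (p = 0.4 by the same exact permutation test). Without the TEs called in either direction, 6837 ± 186 CPM (SD, n = 3) in wild type stood against 6776 ± 73.0 CPM (SD, n = 3) in *Ppddm1* (p = 0.8 by the same exact permutation test). The libraries were made from polyA RNA, so other TE transcripts were not measured, and totals per TE family were not analysed here. Reads with more matches than the limit in the methods may also be missing from these sums.

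**Figure D2:**
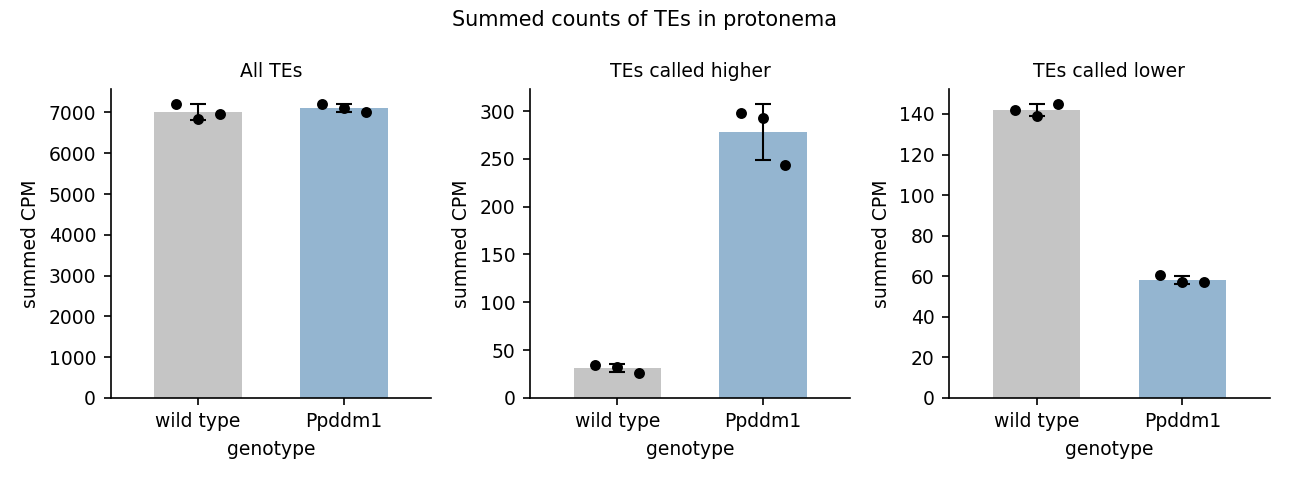
CPM summed over all TEs (left), over the 46 TEs called higher (middle) and over the 15 TEs called lower (right) in wild type and *Ppddm1* protonema. Bars are means, error bars are SDs and each point is 1 of 3 libraries; the vertical scales differ. All TEs together lie between 6842 and 7215 CPM in every library, whereas the TEs called higher lie at 34.8 CPM or less in wild type and at 244 CPM or more in *Ppddm1*.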

*Ppddm1*-upregulated TEs were not more hypomethylated than unaffected TEs (Fig 3B), suggesting that not the level of hypomethylation triggered the expression in this group of TEs. Alternatively, we found that *Ppddm1*-upregulated TEs were depleted of methylation within their long terminal repeat (LTR) sequences in wild type plants (Fig 3C and 3D). Furthermore, *Ppddm1*-upregulated TEs were slightly expressed within their LTRs already in wild type (Fig 3D). Accordingly, these results suggest the minute effect of TE regulation in *Ppddm1* is focused on a small group of TEs that are predisposed to be expressed.

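Of the 46 TEs called higher in *Ppddm1*, 21 (45.7%, Clopper-Pearson 95% interval 30.9% to 61.0%) had a read in at least 1 wild type library and 12 had reads in every wild type library. Their median wild type level was 0 CPM and the highest was 7.28 CPM. Among the 35 upregulated TEs of the paper's S1 File, 23 (65.7%) had a wild type read, 14 had reads in every wild type library and the median level was 0.253 CPM. Of all 241351 TEs, 3160 (1.31%) had a wild type read, fewer than among the TEs called higher (Fisher's exact test against all other TEs, two-sided, p = 1.37e-27). Both lists were chosen on these libraries and had to hold reads to be tested, so this difference is not independent evidence. Of the 960 tested TEs that were not called, 929 (96.8%) had a wild type read, with a median of 1.28 CPM. A TE without wild type reads was tested only with at least 10 counts in *Ppddm1*. This share therefore follows in part from the filter and the call, and is not evidence on the paper's proposal. A count of 0 over the 3 wild type libraries allows up to 0.228 CPM, for counting error only. Reads were counted over whole TEs, so their share within LTRs was not analysed here. From the low methylation and the wild type reads in the LTRs (Fig 3C and 3D), the paper proposes that the few TEs activated in *Ppddm1* were already prone to expression.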

**Fig 3:**
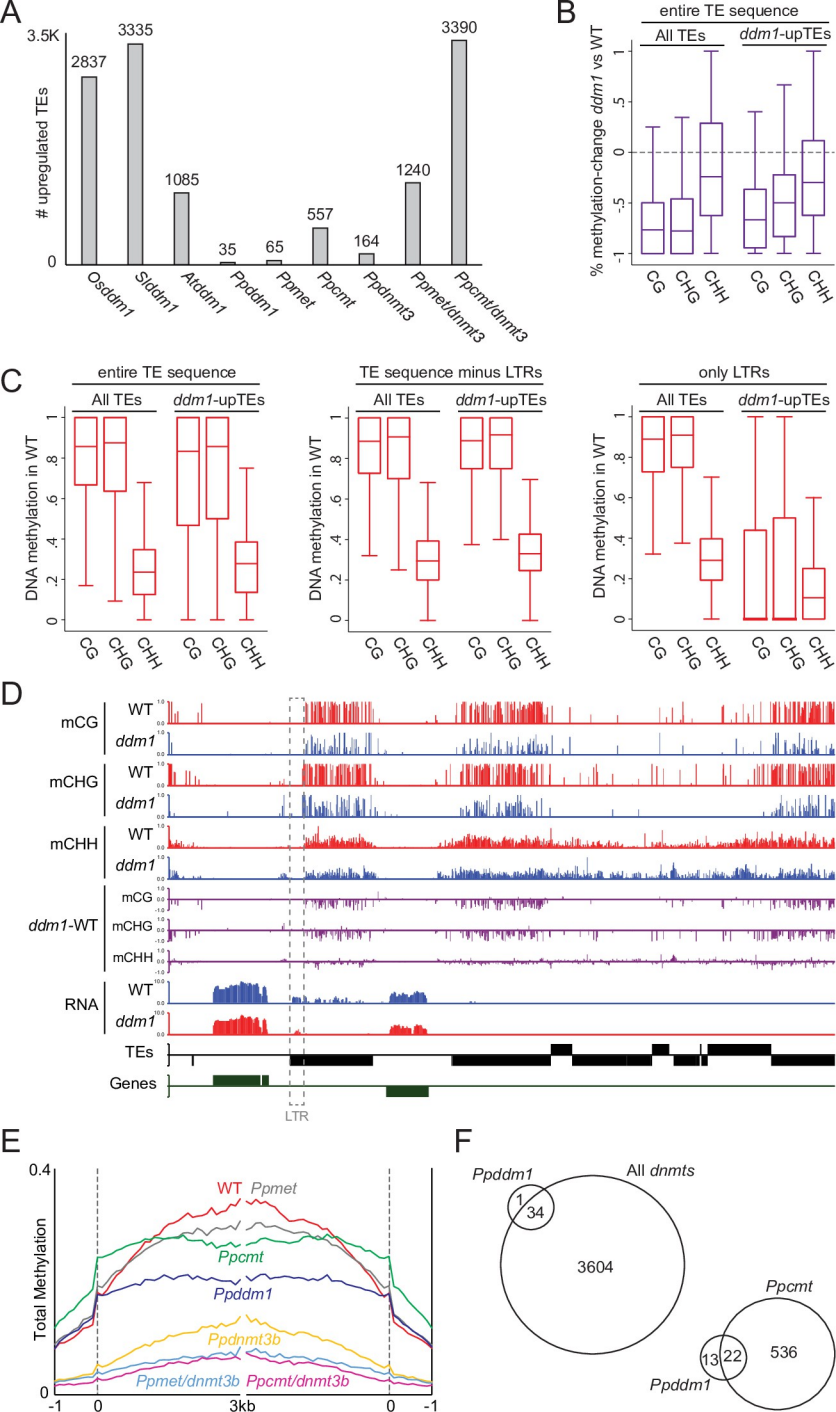
PpDDM1 knockout upregulated a small number of TEs. **A.** Number of upregulated TEs in indicated DDM1 and DNMT mutants. *Osddm1* and *Slddm1* are *Oryza sativa* and *Solanum lycopersicum* plants, respectively, that are each mutated in two DDM1 genes (*ddm1a* and *ddm1b*) [16,21]. At*ddm1* is an *Arabidopsis ddm1* mutant [2]. *P*. *patens met*, *cmt*, and *dnmt3* mutations are notated with the Prefix Pp [26]. *Osddm1*, *Slddm1*, and *Atddm1* data are from leaves or roots, and all *P*. *patens* samples were from protonema. **B.** Percent methylation change between *Ppddm1* and wild type in all versus *Ppddm1*-upregulated TEs. **C.** Wild type DNA methylation in all TEs versus *Ppddm1*-upregulated TEs across the entire TE sequence (left panel), internal TE sequences (middle panel), or only within long terminal repeat (LTR) sequences (right panel). **D.** A genomic representative snapshot of hypo-methylated upregulated and unaffected TEs in *Ppddm1*. The dotted line marks an LTR region that is already hypomethylated and expressed in wild type. **E.** Total methylation (CG, CHG, and CHH methylation combined) across TEs in wild type, *Ppddm1*, and *Ppcmt*. **F.** Venn diagram of upregulated TEs in *Ppddm1* and all *Ppdnmts* (left diagram) or *Ppcmt* (right diagram).

Such a result could have suggested that DNA methylation is not necessary to silence TEs in *P*. *patens*. However, mutations in the DNA methylases (DNMTs) in *P*. *patens* caused to upregulation of up to about 3600 TEs (Fig 3F) [26], that included most of upregulated TEs in *ddm1* (Fig 3F). Accordingly, the strong TE-upregulation in *Ppdnmt* mutants implies the importance of DNA methylation in the silencing of *P*. *patens* TEs. DNA hypomethylation in *Ppddm1* is different than any of that of the methylases mutants. For example, *Ppcmt* and *Ppmet* mutants were entirely, and almost exclusively, depleted in CHG and CG methylation, respectively [25]. In comparison, in *Ppddm1* both CG and CHG sites were strongly but also partially hypomethylated (Fig 3B). At the CHH context, *Ppcmt* and *Ppddm1* had a similar complex effect, that is hypo and hyper-methylation in hetero- and eu-chromatic TE sequences, respectively [25]. When averaging the combined methylation level of all three methylation contexts (referred to as total methylation), *Ppddm1* had a lower total methylation level than *Ppcmt* (Fig 3E), implying that close to 100% reduction of methylation in CHG has a bigger effect on TE expression than a 75% reduction in both CG and CHG methylation. This result suggests a lack of a complete redundancy between CG and CHG methylation in the silencing of *P*. *patens* TEs and that the pattern of hypomethylation among the three methylation contexts, rather than the total methylation level, has a stronger influence on TE regulation.

## Discussion

By investigating DDM1 in the moss *P*. *patens*, our data substantiate the role of DDM1 in mediating DNA methylation in plants. Similar to flowering plants, PpDDM1 is required for maintaining all three DNA methylation contexts in TEs. CHH methylation in flowering plants is mediated by DRMs and CMTs, where the activity of the latter is most dependent on DDM1. In comparison to flowering plants, CHH methylation in *P*. *patens* is mediated primarily by DNMT3, i.e., hardly by CMT or DRMs. Thus, the disruption of CG, CHG, and CHH methylation in *Ppddm1*, suggests that DDM1 is required by all types of plant methylases that function within heterochromatic TE sequences, that is MET1, CMTs, and DNMT3 enzymes. Nevertheless, the level of DDM1 dependency on particular methylases could be different. In the flowering plant *A*. *thaliana*, heterochromatic CHH methylation mediated by CMT2 is strongly dependent on DDM1, and to about a similar extent to MET1’s CG methylation and CMT3’s CHG methylation [2]. Here, we found CHH methylation in *Ppddm1* to be reduced three times less than CG and CHG methylation, suggesting that PpDDM1 is more crucial for symmetric versus asymmetric methylation, as well as that PpDNMT3 heterochromatic CHH methylation activity is less dependent on DDM1 than that of the *A*. *thaliana* CMT2’s.

In flowering plants CG and CHG sites are usually methylated to a different level in transposons and are interdependent, CG methylation influences CHG methylation and vice versa [31–35]. Therefore, the relative role of DDM1 on CG methylation versus CHG methylation could have not been identified. In comparison to flowering plants, CG and CHG sites in *P*. *patens* TEs are methylated to a similar extent and are regulated independently, i.e. complete removal of CG methylation, as shown for *Ppmet*, hardly affects CHG methylation and vice versa, when *Ppcmt* is compromised [25,36]. Accordingly, profiling the methylome of *ddm1* in *P*. *patens* can reveal the relative role of DDM1 on CG and CHG methylation. Our data show that both CG and CHG methylation are being depleted by about 75% in *Ppddm1*, suggesting their similar dependency on DDM1. CMT and MET1 are distinct in their protein structure and mode of action. CMTs contain a chromodomain within their catalytic domain, which recruits them to heterochromatin by binding to H3K9me2 [37], whereas MET1s are targeted to chromatin via UHRF1/VIM proteins [38]. Accordingly, the similar extent of CG and CHG hypomethylation in *Ppddm1* illustrates the convergence of two distinct and independent methylation enzymatic pathways to be equally regulated by the chromatin remodeler DDM1.

Mutations of DDM1 in flowering plants caused massive upregulation of TEs associated with abnormal developmental phenotypes [2,16,18,30]. In comparison to published data in flowering plants, our data show that mutation of *ddm1* in moss, does not cause a substantial activation of TEs (at least not in the protonema tissue) nor an obvious developmental phenotype. This trivial transcriptional and developmental effect of *Ppddm1* suggests that the residual methylation is sufficient to silence TEs and maintain proper development. Furthermore, we show that total methylation of *Ppddm1* is lower than *Ppcmt*, while the latter has a greater effect on TEs. In comparison to *Ppddm1* which lost 75% of CG and CHG methylation, *Ppcmt* lost close to 100% of CHG methylation and 0% of CG methylation. These results support our previous finding that CHG methylation is a stronger TE-silencer than CG methylation [26], and imply that not the total amount of methylation is important to silence TEs but rather its distribution among the different methylation contexts. Accordingly, while the molecular effect of DDM1 on DNA methylation could be similar among different plants, its biological role can be different and is determined by the methylation landscape of the particular organism.

## Conclusion

Our results extend our knowledge of the role of DDM1 in plants. We show that DDM1 is necessary for any heterochromatic-DNA methylases, including for CHH methylation by plant DNMT3. We further show that separate methylation pathways can be similarly regulated by chromatin and DDM1. Finally, the trivial effect of *Ppddm1* on TE expression and plant development suggests that the biological effect of DDM1 is species dependent.

## Materials and methods

### Phylogenic reconstruction and motif finding

Protein sequences of DDM1/LSH were obtained using the Phytozome and Swissprot databases. *Arabidopsis thaliana* SWI/SNF2 members were found using the SMART and Eggnog databases. *Physcomitrium patens* SWI/SNF2 members were found using Pfam. Full protein sequences (S1 Table) were aligned by MAFFT using the BLOSUM62 algorithm [39] and trees were built using PhyML [40] (NNJ) with bootstrap value 100, and were illustrated using Figtree v1.4 [41]. Motifs were obtained by using MEME-suite under default options [42].

### Biological materials

Plant material: *Physcomitrium patens* line “Grandsen2004” was grown on either BCD, BCDAT, or germination media [43] in 16/8 hours of light to the dark regime at a light intensity of 10–50 μmol/m^2^/s. For sporulation, the light regime was 8/16 hours light to dark at a light intensity of 10–50 μmol/m^2^/s.

### Generation of *Ppddm1* knockout mutant and growth conditions

*Ppddm1* was obtained through the replacement of the gene coding region with Zeocin resistance antibiotic cassette through homologous recombination. Homologous flanking 5’ (1068bp upstream to ATG site) and 3’ (252 bp upstream to stop site and 536bp downstream to stop site) were amplified using KOD polymerase (Sigma-Aldrich) and cloned into a PMBL5-Zeo vector. Integration of flanking regions was validated using PCR. Linearized plasmid was introduced to moss via PEG-mediated transformation protocol [43]. After three days, the regenerated protoplasts were transferred to the BCDAT medium. After seven days the moss was subjected to selection using Zeocin (25ng\μl). After three weeks, surviving plants were subjected to PCR to validate the correct integration of the construct into the genome and gene replacement. This was done through primers targeting the endogenous gene sequence and primers targeting regions flanking the 5’ and 3’ homologous regions and Zeocin resistance cassette.

### BS-seq library preparation

Genomic DNA of 7-day old protonemata was extracted using the Plant II midi kit (Machery-Nagel) according to the manufacturer’s instructions. About 1 μg of purified genomic DNA was fragmented by sonication, end-repaired, and ligated to custom synthesized methylated adaptors. Adaptor ligated libraries were subjected to sodium bisulfite treatment using the Methylation-Gold Bisulfite Kit (ZYMO) as outlined in the manufacturer’s instructions. The converted libraries were then amplified by PCR, gel-purified to select the 350- to 400-bp size range, quantified using real-time quantitative PCR with TaqMan probe, and validated with a Bioanalyzer (Agilent). The libraries were amplified on cBot to generate the cluster on the flow cell (TruSeq PE Cluster Kit V3–cBot–HS, Illumina) and sequenced as a paired end on the HiSEq. 2000 System (TruSeq SBS KIT-HS V3, Illumina).

### BS-seq data analysis

The quality of BS-seq reads (S2 Table) was evaluated using FastQC v0.11.8 [44]. Trimming of low-quality reads was conducted using TrimGalore v0.6.0 [45]. Duplicated reads were removed using Prinseq-lite v0-20-4 [46]. Methylation data processing of qualified reads was performed as described previously [26]. Briefly, we converted all of the Cs in the “forward” reads (and in the scaffold) to Ts, and all of the Gs in the “reverse” reads and scaffold to As. The converted reads were aligned to the converted scaffold (*P*. *patens* v3.3) using Bowtie2 v2.3.4.1 [47], allowing two mismatches and multimapping reads with up to 10 hits. We then recovered the original sequence information and, for each C (on either strand), counted the number of times it was sequenced as a C or a T. Fractional methylation was calculated within a 50-bp sliding window for each sequence context separately (CG, CHG, or CHH) or all sequence contexts together (total methylation). The percent of methylation change was calculated by dividing the difference in methylation level between two samples by the level of methylation in the sample with the higher methylation level, e.g. (mCG in WT–mCG in *ddm1)*/mCG in WT if mCG in WT>mCG in *ddm1* and (mCG in *ddm1 –*mCG in WT)/mCG *ddm1* if mCG in *ddm1*>mCG in WT. Meta-analysis of DNA methylation relative to TE edges was performed by aligning TEs at either their 5′ or 3′ ends and averaging methylation in a sliding 100 bp windows upstream and downstream of the point of alignment. Elements were included in the meta-analysis either when they reached the end of their sequence, another annotated element, or the indicated selected length. Box and density plots were generated on STATA v14. Public BS-seq raw data of *A*. *thaliana* (SRR771524, SRR771518) [2], *S*. *lycopersicum* (ERS2066779, ERS2066938) [16], and *O*. *sativa* (SRR3503137 SRR3503134) [21], were downloaded from the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) and processed as described above.

### RNA-seq library preparation

Three repetitions of total RNA were extracted from 7-day old protonema using the SV Total RNA Isolation System (Promega) and DNase treatment (Thermo Fisher Scientific) according to the manufacturers’ instructions. The polyA fraction (mRNA) was purified from 500 ng of total input RNA, followed by fragmentation and the generation of double-stranded cDNA. Next, Agencourt Ampure XP beads cleanup (Beckman Coulter), end repair, A base addition, adaptor ligation, and PCR amplification steps were performed. Libraries were quantified by Qubit (Thermo Fisher Scientific) and TapeStation (Agilent). The libraries were sequenced as single-end reads on HiSEq 2500.

### RNA-seq data analysis

The quality of RNA-seq reads (S3 Table) was evaluated using FastQC v0.11.8 [44]. Trimming of low-quality reads, PolyA-tails, and adapter sequences was conducted using TrimGalore v0.6.0 [45]. The postprocessed reads were aligned to the genome using STAR v2.7.0.f [48]. Multimapped reads (<100) have been randomly assigned. RNA-seq stats are summarize in For differential gene and TE expression, we used the Limma R package [49]. Genes and TEs with a read count below 10 were omitted. Genes and TEs with 2-fold change and p-val<0.05 were considered as differentially expressed and used in downstream analyses. Public RNA-seq raw data of *A*. *thaliana* root tissue (SRR578947, SRR578948, SRR578941, and SRR578942) [2], *S*. *lycopersicum* leaf tissue (ERS2066781, ERS2067976, ERS2067977, ERS2066782, ERS2067978, ERS2067979) [16], *O*. *sativa* leaf tissue (SRR3503149, SRR3503151, SRR3503146, and SRR3503148) [21], and *P*. *patens* (GSM4218374- GSM4218393), were downloaded from NCBI SRA and processed as described above. To achieve comparable sequencing depths between genotypes, we used seven million random reads from each of the public RNA-seq libraries. The genome assemblies used for *P*. *patens*, *A*. *thaliana*, *O*. *sativa* and *S*. *lycopersicum* were v3.3, TAIR10, v7.0 and 3.0, respectively.

### Annotations

*P*. patens gene and TE annotations (v3.3) were downloaded from CoGe https://genomevolution.org/coge/GenomeView.pl?gid=33928. *A*. *thaliana* TE annotation (TAIR10) was downloaded from https://www.arabidopsis.org. *S*. *lycopersicum* TE annotation (Slycopersicum_514_ITAG3.2) was downloaded from Phytozome. *O*. *sativa* TEs were annotated de-novo using REPET software. TEs shorter than 100 bp were excluded for expression analysis. Intact LTR retrotransposons annotation (used in Fig 3B and 3C) was kindly provided by Prof. Stefan A. Rensing (University of Marburg, Germany).

## Supporting information

S1 Fig TE expression in Atddm1, Slddm1, Osddm1, Ppddm1 and Ppdnmt mutants. A. Number of downregulated TEs in O. sativa, S. lycopersicum, A. thaliana and P. patens ddm1 mutants, as well as in P. patens dnmt mutants. B. Total number of RNA-seq reads mapped to indicated TE family types. Reads per million (RPM) values represent the average of replicates per genotype, error bars represent standard error.
(DOCX)

S1 Table Gene ID and accessions numbers. Gene ID and accessions numbers for sequences used in evolutionary tree (Fig 1).
(DOCX)

S2 Table Summary of BS-seq data generated in this study.

S3 Table Summary of RNA-seq data generated in this study.

S1 File Up and down regulated TEs and genes in *Ppddm1*.

# Supplementary material for: Knockout of DDM1 in Physcomitrium patens disrupts DNA methylation with a minute effect on transposon regulation and development
**Source:** PLoS One. 2023 Mar 8;18(3):e0279688. doi: 10.1371/journal.pone.0279688
**Supplement:** S1 Fig — A. Number of downregulated TEs in O. sativa, S. lycopersicum, A. thaliana and P. patens ddm1 mutants, as well as in P. patens dnmt mutants. B. Total number of RNA-seq reads mapped to indicated TE family types. Reads per million (RPM) values represent the average of replicates per genotype, error bars represent standard error.

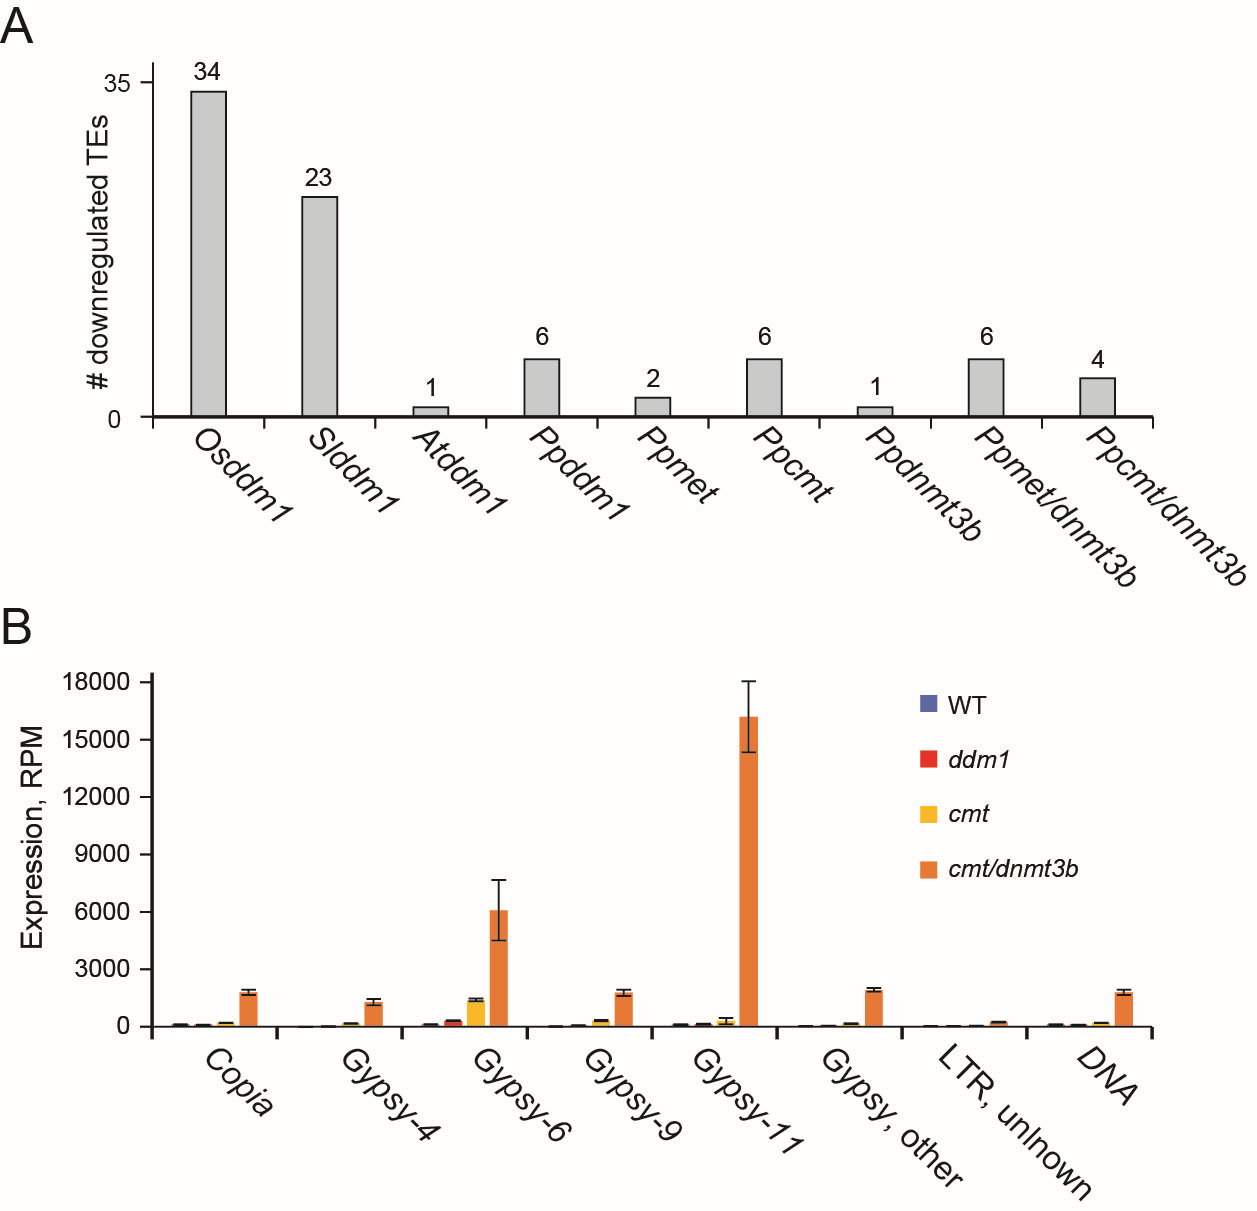

**S1 Figure. TE expression in *Atddm1*, *Slddm1*, *Osddm1*, *Ppddm1* and *Ppdnmt* mutants.**

A. Number of downregulated TEs in *O. sativa*, *S. lycopersicum*, *A. thaliana* and *P. patens* *ddm1* mutants, as well as in *P. patens* *dnmt* mutants. B. Total number of RNA-seq reads mapped to indicated TE family types. Reads per million (RPM) values represent the average of replicates per genotype, error bars represent standard error.

# Supplementary material for: Knockout of DDM1 in Physcomitrium patens disrupts DNA methylation with a minute effect on transposon regulation and development
**Source:** PLoS One. 2023 Mar 8;18(3):e0279688. doi: 10.1371/journal.pone.0279688
**Supplement:** S1 Table — Gene ID and accessions numbers for sequences used in evolutionary tree (Fig 1).

| Gene Name | Gene ID/Accession model |
| --- | --- |
| CHR37 | AT1G05120.2 |
| CHR20/ATRX | AT1G08600.2 |
| CHR30/FRG5 | AT1G11100.4 |
| CHR18 | AT1G48310.2 |
| CHR5 | AT2G13370.1 |
| CHR3/SYD | AT2G28290.5 |
| CHR10/ASG3 | AT2G44980.2 |
| CHR2/BRM | AT2G46020.2 |
| CHR11 | AT3G06400.3 |
| CHR26/FRG3 | AT3G16600.1 |
| CHR25/RAD54 | AT3G19210.1 |
| CHR39 | AT3G54460.1 |
| CHR14 | AT5G07810.1 |
| CHR17 | AT5G18620.2 |
| CHR4/PKR1 | AT5G44800.1 |
| CHR1/AtDDM1 | AT5G66750.1 |
| PpDDM1 | Pp3c17_1952/XP_024400851.1 |
| SlDDM1a | Solyc02g062780.3 |
| SlDDM1b | Solyc02g085390.3 |
| ZmDDM1a | Zm00001d033827 |
| ZmDDM1b | Zm00001d007978 |
| OsDDM1a | LOC_Os09g27060.1 |
| OsDDM1b | LOC_Os03g51230.2 |
| MmLSH | Q60848-1 |
| HsLSH | Q9NRZ9-1 |

**S1 Table. Gene ID and accessions numbers.**

Gene ID and accessions numbers for sequences used in evolutionary tree (Figure 1).

# Supplementary material for: Knockout of DDM1 in Physcomitrium patens disrupts DNA methylation with a minute effect on transposon regulation and development
**Source:** PLoS One. 2023 Mar 8;18(3):e0279688. doi: 10.1371/journal.pone.0279688
**Supplement:** S2 Table

| Genotype | Mapping rate | Library size | median coverage | non-conversion rate | Tissue |
| --- | --- | --- | --- | --- | --- |
| WT | 0.68 | 40033487 | 5 | 0.0048 | Protonema |
| *Ppddm1* | 0.61 | 36504831 | 4 | 0.0045 | Protonema |

**S2 Table. Summary of BS-seq data generated in this study.**

# Supplementary material for: Knockout of DDM1 in Physcomitrium patens disrupts DNA methylation with a minute effect on transposon regulation and development
**Source:** PLoS One. 2023 Mar 8;18(3):e0279688. doi: 10.1371/journal.pone.0279688
**Supplement:** S3 Table

| Genotype | replicate | Mapping rate | Library size | Tissue |
| --- | --- | --- | --- | --- |
| WT | 1 | 86 | 6,047,978 | Protonema |
| WT | 2 | 86 | 7,081,383 | Protonema |
| WT | 3 | 86 | 6,702,242 | Protonema |
| *Ppddm1* | 1 | 86 | 6,703,231 | Protonema |
| *Ppddm1* | 2 | 86 | 6,679,470 | Protonema |
| *Ppddm1* | 3 | 86 | 7,558,829 | Protonema |

**S3 Table. Summary of RNA-seq data generated in this study.**

How the deposited data were processed for this re-analysis (not part of the article)

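The data come from 6 libraries of polyA RNA from 7-day old protonema, 3 of wild type and 3 of *Ppddm1*, grown at 25 °C under 16 h of light and 8 h of dark. The genotype and replicate of each library were taken from the sample labels, which also give the batch, and match the paper's methods. The authors trimmed the reads with Trim Galore 0.6.0 and cutadapt 1.15 and aligned them with STAR 2.7.0f, the versions being those in the submitters' processing notes. They assigned reads with several matches, below a limit given in the methods, at random and deposited raw counts of reads per gene and per TE, with no normalization. The paper leaves short TEs out of its expression analysis, and TE lengths were not used here. The bisulfite data, the total reads per TE family and the other mutants of the paper were not analysed here.

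The deposited counts were used as they stand. CPM values are counts divided by the library total, except for the median levels of the genes called, which are also scaled by the TMM factors. Of 273318 features, the 20647 with at least 10 counts summed over the 6 libraries (19626 genes and 1021 TEs) were fitted together in edgeR 4.0.16 under R 4.3.3, with TMM factors, the quasi-likelihood fit with robust estimation, and genotype alone in the model. Adjusted p-values are Benjamini-Hochberg values over genes and TEs together, and a feature was called at an adjusted p under 0.05 and at least 2-fold. The methods of the paper name Limma, a 2-fold change and p under 0.05, and the sheets of its S1 File are headed with an adjusted p. Differences of a single value between genotypes were tested by a two-sided exact permutation test, which cannot fall below 0.1 with 3 libraries against 3. A group with no count was set to a floor of 3 counts over the group where a fold is given, and floors and intervals cover counting error only.

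The features named in the text follow a rule written after the fold changes of the paper's S1 File had been seen. It takes PpDDM1, its homolog Pp3c7_3340, the 2 tested genes on each side of PpDDM1, and the 10 genes with the strongest fitted increase and the 10 with the strongest fitted decrease among those called whose genotypes did not overlap and whose higher genotype had a mean of at least 10 counts. By the same rule it takes 5 TEs called higher and 3 called lower. The reference table used here holds no identifier of the count table, so names and functions were not attached, and the gene lists set for a word search of gene descriptions were not run. For that reason 2 gene identifiers are printed in each direction beside PpDDM1 and its homolog. The paper's text and tables print shortened forms of the identifiers of PpDDM1 and Pp3c7_3340. The full forms are those of its S1 File and Fig 1B.

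The depth, from 2784259 to 10536543 counts per library, sets what can be seen. In counts simulated at these depths for 20379 features, the test recovered 33.9% of 59 features changed 2-fold, 82.2% of 73 changed 4-fold and 94.1% of 68 changed 8-fold, with 8 false calls among 152. With no feature changed it made no call. No 2 libraries of a genotype differed by as little as sampling noise. Alternatives were set before the data were examined for the scaling, the filter, the tool (DESeq2 1.42.0 and limma-voom from limma 3.58.1), the batch, the replicate block, the threshold, the adjustment and each library left out in turn. Neighbouring genes were ordered by the chromosome and number in their identifiers and compared with 10000 random draws of as many tested genes. That comparison was set after consecutive identifiers had been seen in the paper's S1 File. Figures were drawn with matplotlib 3.10.9.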

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

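The tests of library scaling and of a deletion were chosen after their results had been seen in part, the tests of unlisted TEs and silent genes under each setting were added after the calls had been seen, the test of equal depth on TEs was extended to 20 random thinnings after a first thinning had been seen, and the tests of equal depth on genes, left-out libraries, like counts of neighbours and libraries of the same genotype were set before their results were seen.

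Of the TEs called higher, 15 are not in the paper's S1 File, and most of these calls depend on the setting. All 15 were tested and none was called with glmTreat, without wild type replicate 2 or without wild type replicate 3, and 3 were called with the batch as a term, 7 with DESeq2 and 13 with limma-voom. Batch 1 alone tested 7 and called none, filterByExpr tested none, and the thinning to equal depth, added after seeing the data, tested 8 and called 1. Of these 15 TEs, 13 had no wild type count, and the median over all 15 was 21 counts summed over the *Ppddm1* libraries. Likewise, 10 genes had no count in any wild type library and were called higher in *Ppddm1*, with 19 to 160 counts over the *Ppddm1* libraries, and 7 of these 10 are in the S1 File. All 10 were called with limma-voom, 8 with the batch as a term, 4 with glmTreat and 5 each without wild type replicate 2 and replicate 3, and batch 1 alone tested 8 and called 1.

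Lower genes outnumbered higher genes, 483 to 107, a share of 81.9%, with 56 higher genes without wild type replicate 3 and 53 without *Ppddm1* replicate 3. Without replicate 1 of wild type or of *Ppddm1* the higher genes numbered 153 and 151. The TMM scaling is argued against as the whole cause, since library totals alone gave 446 lower and 114 higher genes, a share of 79.6% and the lowest over 3 other scalings, of which 2 changed no number of genes called. The median log2 fold change of tested genes was 0.014 with TMM and 0.045 with library totals, so only a small change of scale was tested. An earlier form of the rule, which needed 2 scalings to change the calls, left the question undecided. A shift of all genes alike, which none of these scalings would show, stays open. Unequal depth is argued against by the share of 82.6% after every library was thinned to 2784259 counts. A single deviating library is argued against by the lowest share of 77.2% when 1 of the 6 was left out. The lowest shares came without wild type replicate 1 (77.2%) and without *Ppddm1* replicate 1 (77.5%). In each genotype replicate 1 correlated least with the others (Pearson r of log2 CPM 0.9575 and 0.9562 in wild type, 0.965 and 0.976 in *Ppddm1*). Leaving out 1 library does not test a deviation shared by both. With the replicate number as a term the share was 78%. An effect of the genotype stays open as a hypothesis, and so do other differences between wild type and the *Ppddm1* plant identified after selection, which were not tested.

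Genes called lower lay side by side: of 483, 119 stood in 52 runs of adjacent tested genes and formed 67 adjacent pairs, against a mean of 11.9 and a maximum of 26 in 10000 random draws (permutation test on gene order, p = 1e-04, the smallest that the draws can give), and the 107 higher genes formed 2 pairs (p = 0.1 by the same permutation test). This comparison of gene order was set after consecutive identifiers had been seen in the paper's S1 File. That list comes from the same libraries, so the p-value is not independent evidence. The pairs of lower genes fell to 35 without wild type replicate 2, 36 without wild type replicate 3, 40 without *Ppddm1* replicate 2 and 43 without *Ppddm1* replicate 3. Fewer genes were called lower in these fits (382, 342, 363 and 353), so random draws of as many genes hold fewer pairs too. In each fit the pairs still outnumbered those in all 1000 random draws (p = 0.001 by the same permutation test). Only 1 of the 119 genes had no count in any *Ppddm1* library, which argues against a deletion that leaves no reads. A deletion that leaves some reads is not tested by this, since the replaced gene PpDDM1 itself kept 19 reads. Reads shared at random between near-identical neighbours are argued against. Only 5 of the 67 pairs had counts within 1.5 times of each other in every library with at least 10 counts. Neighbours that vary together between libraries of the same genotype account for part at most. Sets of 483 genes that differed most between such libraries held 14 to 29 pairs. By the same ranking, the 483 lowest in *Ppddm1* held 56 pairs and the 483 highest 27. Libraries of the same genotype may be technical repeats, so how far neighbours vary together between other samples stays open. Partial sharing of reads between related neighbours, and a shared response of neighbouring genes to the genotype, stay open and were not tested.

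TEs called higher outnumbered those called lower, 46 to 15, but with at least 10 counts required in every library, which leaves out TEs silent in a genotype, 3 were higher and 6 lower. Unequal depth is argued against as the whole cause, since over 20 random thinnings of every library to the smallest total the lowest ratio was 2.33 TEs higher for each TE lower, and the first thinning, not among these 20 and below all of them, gave 25 higher and 11 lower. The count of TEs called higher fell to between 23 and 29 in the 20 thinnings, so that the number depends on depth. The number also fell to 30 with the batch as a term. Batch 1 alone gave 12, but it holds 4 libraries and lacks the deepest of each genotype, so that fall cannot be credited to the batch. The number moved with single libraries too, to 21 without wild type replicate 2, 19 without wild type replicate 3, 26 without *Ppddm1* replicate 2 and 23 without *Ppddm1* replicate 3. TEs called lower were 9, 6, 6 and 5 without the same libraries.

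The 6 libraries can be split 3 against 3 in 10 ways, too few for a share under 0.05. With edgeR the split by genotype called 590 genes, and the highest of the other splits called 1. For TEs it called 61, and the highest of the other splits 0. At an unadjusted p under 0.05 and 2-fold, the split by genotype gave 1095 genes and 176 TEs, and the highest of the other splits 394 genes and 49 TEs. Only 1 of the 10 splits, that by genotype, gave a result as large.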

How the results depend on the processing

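PpDDM1 was called lower under all 22 alternatives that kept it in the test, with log2 fold changes from -4.45 to -4.03, and the overlap of calls with the S1 File, 518 features, was 481 to 535 with limma-voom, DESeq2, the batch as a term or the replicate block. It went down to 125 with glmTreat, 232 in batch 1 alone, 331 with 10 counts in every library and 360 to 514 without 1 library, and up to 596 with an unadjusted p. Of the 28 single genes and TEs of the naming rule, those called kept their direction under every alternative that tested them, and the homolog Pp3c7_3340, called under none, went from -0.12 to 0.17. Of the 616 values of these 28, 40 lost the call, 28 of them with batch 1 alone or with glmTreat against a 2-fold change and 12 without 1 library. One of the genes beside PpDDM1 passed with no fold threshold (-0.71). Counts of calls moved by over 1.5 times under several settings, whose cause was not tested except where fewer features or samples or another threshold makes it. Requiring at least 10 counts in every library left 45 genes higher, 3 TEs higher and 6 TEs lower. filterByExpr left 20 TEs higher. Batch 1 alone gave 23 genes higher, 229 lower, 12 TEs higher and 1 lower. An unadjusted p with 2-fold gave 321 genes higher, 774 lower, 113 TEs higher and 63 lower, an adjusted p with no fold threshold 258 genes higher and 860 lower, and glmTreat 12 genes higher, 100 lower, 15 TEs higher and 0 lower. For TEs lower, 63 passed at the unadjusted p, and 9 were called by DESeq2 and 14 by limma-voom. TEs modelled alone gave 78 higher and 29 lower, and the batch as a term 30 TEs higher. Without 1 library, genes higher ranged from 53 to 153, genes lower from 342 to 520, TEs higher from 19 to 41 and TEs lower from 5 to 17. Alternatives added after seeing the data gave 25 TEs higher with libraries thinned to equal depth, 9 TEs lower by limma-voom with the batch, and, by limma-voom with 10 counts in every library, 45 genes higher, 3 TEs higher and 6 lower. The share of counts in TEs kept a ratio from 1.002 to 1.030 apart from 1.056 without the 10 TEs with the most counts. The share of TEs called higher with a wild type read ranged from 39.1% to 45.7% without 1 wild type library, and was 65.7% for the TEs of the S1 File and 26.1% where reads in every wild type library were required. Neighbouring pairs of lower genes numbered 142 within 5 tested genes and 35 to 69 without 1 library. Random draws also hold more pairs in a wider window and fewer with fewer genes called, so these numbers do not compare directly.

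With the replicate number as a replicate block, 147 genes were higher and 520 lower, and 48 TEs were higher and 19 lower. Deviations of same-numbered libraries from their group means correlated at 0.343, 0.285 and -0.0165 over 17001 genes, and wild type replicate 3 correlated best with *Ppddm1* replicate 2 (0.267), so the check does not pair all 3, and the labels give same-numbered libraries no more than the same batch. The TE family totals, the gene lists and a filter on TE length were not run, for lack of the families, descriptions and lengths. Of 241351 TEs, 1021 reached 10 counts in total and 235172 had no count in any library.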

Differences from the paper's values

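TEs lower in *Ppddm1* number 6 in the paper's S1 File and 15 here, at the thresholds of the S1 File. Of the alternatives set before the data were examined, the count came within 1.5 times of the paper's with 10 counts in every library (6), DESeq2 (9), and without wild type replicate 2 (9), wild type replicate 3 (6), *Ppddm1* replicate 2 (6) or *Ppddm1* replicate 3 (5), and did not under the others, from 0 with glmTreat to 63 with an unadjusted p. Of the paper's 6 TEs, 10 counts in every library and DESeq2 each call 1 and the 4 settings without a library call none, so the close counts come mostly from other TEs. Limma-voom with the batch as a term (9) and with 10 counts in every library (6), both chosen after seeing the values, came within it too, and each calls 1 of the paper's 6 TEs and drops the other 5. The paper's 35 upregulated TEs stand against 46 here. DESeq2 gave 35, of which 27 are among the paper's, and limma-voom with the batch as a term, chosen after seeing the values, also gave 35 and drops 9 of the paper's 35. The paper's 609 differentially expressed genes stand against 590 here.

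The library sizes in the paper's S3 Table and the totals of the count table differ by over 1.5 times in 4 libraries. They are 6047978 in the paper and 2784259 here for wild type replicate 1, 7081383 and 4272928 for wild type replicate 2, 6703231 and 3767473 for *Ppddm1* replicate 1, and 6679470 and 4105086 for *Ppddm1* replicate 2. For *Ppddm1* replicate 3 the total here, 10536543, is above the paper's 7558829. No alternative bears on these totals, and the cause of the differences was not found.

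The log2 fold change of Pp3c7_6750 is 6.29 in the paper's S1 File and 6.91 here, and the difference exceeds the standard error under each alternative set before the data were examined except with limma-voom, 10 counts in every library being unable to test it. That of Pp3c9_2960 is -3.20 in the S1 File and -3.94 here. It lies within the standard error of the paper's with DESeq2, limma-voom, the batch as a term, batch 1 alone, and without wild type replicate 2, *Ppddm1* replicate 2 or *Ppddm1* replicate 3, and not under the other alternatives that could test it. The paper's values come from the same libraries, and the standard error measures the spread between libraries. It serves here only as a scale and does not test the difference between 2 analyses.

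Over the whole S1 File, 647 of 650 listed genes and TEs have the same direction here, 518 are also called and 132 are not. The directions differ for 1 gene that the S1 File lists as higher (1.86 there and -0.41 here), 1 gene that it lists as lower (-2.42 and 0.15) and 1 TE that it lists as lower (-3.01 and 0.41), none of them called here. Of the 132 features not called, 113 were called under at least 1 other setting, above all with an unadjusted p and 2-fold, which calls 78 of them. Other settings both added listed features and lost some of the 518. No filter added 28 and lost 39, 10 counts in 1 library added 5 and lost 9, 10 counts in every library added 7 and lost 194, filterByExpr added 9 and lost 61, DESeq2 added 9 and lost 36, limma-voom added 20 and lost 25, the batch as a term added 4 and lost 41, the replicate block added 33 and lost 16, batch 1 alone added 7 and lost 293, and separate adjustment added 2 and lost 1. Leaving out 1 library added 4 to 33 and lost 37 to 173. No fold threshold added 27 and TEs modelled alone added 6 TEs, while library totals alone lost 22, the older edgeR test lost 28 and glmTreat lost 393. Those chosen after seeing the values added 15 with equal depth and 12, 18 and 14 with limma-voom and the batch, 10 counts in 1 library and 10 counts in every library, and lost 93, 52, 34 and 196 of the listed features called here.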

Other observations

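Calls here and in the paper's S1 File were compared feature by feature, the list being chosen on the same libraries. Of its higher genes, 75 were called higher here and 30 were not, and of its lower genes 411 were called lower and 93 were not. Of its 35 higher TEs 31 were called higher and of its 6 lower TEs 1 was called lower. Across the 650 listed features, which are not independent replicates, the log2 fold changes had a Pearson r of 0.977 and a median absolute difference of 0.108. Another 32 higher genes, 72 lower genes and 14 lower TEs were called here and are not listed.

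Genes called in either direction were compared between chromosomes, a test added after seeing the data. No chromosome had an adjusted p under 0.05 (Fisher's exact test with Benjamini-Hochberg adjustment, lowest adjusted p 0.279).

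TEs with at least 1 read numbered 1470, 1921 and 1870 in wild type replicates 1 to 3, with totals of 2784259, 4272928 and 6079718 counts. In *Ppddm1* replicates 1 to 3 they numbered 1941, 2409 and 3414, with totals of 3767473, 4105086 and 10536543 counts. The numbers did not follow the totals in every library, and they were not adjusted for depth.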
